A study of Homo sapiens with 6 samples. Its data were reported in "MMAB promotes negative feedback control of cholesterol homeostasis" (2021).

How the data were processed

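Total RNA from Huh7 cells was hybridised to whole-genome Affymetrix arrays of the U133 Plus 2.0 type, with 2 arrays in each of 3 groups. The authors normalised the raw data in GeneSpring GX version 11.5, and the deposited values are log2 values per probe set made by robust multi-array averaging. No genome build enters these values. Array values have no counting depth, no detection calls were used here, and the number of arrays limits the precision.

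Values were taken from the deposited series table, whose columns are named by sample. A second deposited table held 6 value columns whose headers match no sample label, so they were not used as samples. Its values equalled those of the series table for all 54675 probe sets, and its annotation named the probe sets. The design had foreseen that table as the source. After 62 control probe sets were left out, 54613 were tested. The adjusted p of control probe sets come from a separate fit to all 54675. Of these 43383 had 1 gene symbol, 1663 several and 9567 none. Symbols were updated through Entrez numbers in a RefSeq table of GRCh38.p14, which held the numbers of 42702 probe sets and lacked those of 681. That table was used for names and neighbouring genes.

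Groups came from the treatment labels. A linear model with 3 group means was fitted to the log2 values of all 6 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with 3 residual and 4.08 prior degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over all probe sets at a threshold of 0.05. An exact permutation test of 2 arrays against 2 cannot give a two-sided p below 0.333, so none is given. The procedure was tested on simulated arrays of each treatment, with 200 changed probe sets in each of 20 runs, where 4.86% (statin) and 5.05% (nLDL) of calls were false. Their noise was drawn independently from the spread that limma had fitted. These rates therefore check the code and not the calls on the real arrays, and the recovery rates below rest on the same noise.

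A gene is represented by its probe set with the highest mean over the 6 arrays among those with 1 symbol. Named genes followed a rule fixed before the data were examined. It took 15 fixed genes of sterol and cobalamin metabolism, the 8 largest rises and 8 largest falls among genes that pass and whose treated arrays lie on the same side of both controls (the 3 largest at an unadjusted p under 0.05 where fewer than 3 pass), up to 4 members of each list, and the 10 largest statin minus nLDL differences among opposite calls. Some genes that the rule names are not reported here. The 22 gene lists cover cholesterol synthesis, sterol uptake and sensing, fatty acid synthesis, LXR targets, cobalamin, branched-chain amino acid and propionate breakdown, prenylation, YAP and SRF targets, the ATF4 and unfolded protein response, NRF2 targets, hypoxia, proliferation, hepatocyte markers, bile acids, fatty acid oxidation and PPARA targets, interferon, NF-κB cytokines, mitophagy, NADP metabolism, receptor endocytosis, other cell types and the study's screen candidates. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the 22 lists of a contrast.

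Chance overlap was taken from 100 simulations of unchanged groups sharing the controls. Alternatives were the replicate number as a block, another quantile normalization, centring on medians, leaving out the dimmest 40% of probe sets (level 4.23), a trended and robust prior, the compared groups alone, the methods' test with its thresholds and after adjustment, a fold of at least 1.5, the mean over probe sets of a gene, and leaving out each array. Cyclic loess between arrays was added after seeing the data.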

Results

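RNA abundance was measured in Huh7 cells, an established human liver cancer cell line, after 24 h in medium with 10% FBS. Cells received vehicle (control), native low-density lipoprotein at 120 µg/ml (nLDL, to enrich them in cholesterol) or a statin at 5 µM (a drug that blocks cholesterol synthesis, to deplete them of cholesterol). Each of the 3 groups had 2 arrays, described in the labels as biological replicates, and the number of arrays limits the precision of every value below. The median log2 value of an array lay between 4.84 and 4.91. The first principal component held 45.3% of the variance and set both statin arrays (35.8 and 24.2) apart from the other 4 arrays, which lay between -17.3 and -12.5. Differences are given on the log2 scale with the SE of the fit.

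The first comparison asked which genes change with the statin, given to deplete cholesterol. These arrays did not measure cholesterol, so loss of cholesterol and other effects of the drug cannot be told apart. With statin, genes of the YAP and SRF programmes, DNA replication genes and chemokine genes fell, while a few genes of cholesterol synthesis and esterification rose. CCN2, which encodes a matricellular growth factor, fell by 2.28 (SE 0.10) from 10.17 ± 0.05 to 7.89 ± 0.06 (SD, n = 2 each), and its relative CCN1 fell by 2.11 (SE 0.17). SOAT2, which encodes a cholesterol-esterifying enzyme, rose by 0.75 (SE 0.08) from 8.69 ± 0.02 to 9.44 ± 0.03 (SD, n = 2 each). MCM4 and MCM5, subunits of the replicative helicase, fell by 0.71 and 0.63.

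At the brightest probe set of each gene, the 8 largest rises included those of IGFBP1 (1.73), GDF15 (1.45), S100P (1.43), CDC42EP5 (1.36), MYO1A (1.30), KLF2 (1.29) and RHOB (1.27). GDF15 encodes a stress-induced cytokine, KLF2 a transcription factor and RHOB a small GTPase that carries a prenyl group. The 8 largest falls included those of GABRB1 (-2.75), CRYBG1 (-2.36), CCN2 (-2.28), CCN1 (-2.11), TNFRSF19 (-1.81) and NPPB (-1.74). NPPB encodes a natriuretic peptide. TNFRSF19 lay at 3.87 and 3.95 on the statin arrays, below the level of 4.23 that bounds the dimmest 40% of probe sets, so its fall is read near background. In limma the adjusted p of the 16 genes lay between 0.00186 for CCN2 and GABRB1 and 0.0108 for NPPB.

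Of 54613 probe sets, 522 rose and 907 fell with statin at a limma adjusted p under 0.05, and 132 of them differed at least 2-fold, 36 higher and 96 lower. Counted by the brightest probe set of each gene, 317 genes rose and 482 fell. The count was 45 without control array 1, 45 without control array 2, 607 without either nLDL array, 103 without statin array 1 and 217 without statin array 2. Of 52 calls on named genes over all comparisons, 36 and 37 were lost without control array 1 or 2, and 31 in each case without statin array 1 or 2. IDI1, SC5D, PNPLA3, CCNE2, CCNA2, TNFAIP3, IFIT1, BCAT1, NDRG1 and LRP1 lost their statin calls in each of the 6 fits without a single array. In 2 of these fits an nLDL array was left out, which kept the statin differences and altered only the estimated spread. The same holds below for any fit without an array of the group not compared.

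Of 21 measured cholesterol synthesis genes, 4 rose with statin and 17 did not pass the test, with a median of 0.33. Those that rose included TM7SF2 (0.63), IDI1 (0.48) and SC5D (0.44), each an enzyme of the pathway. For IDI1 and SC5D, the mean over all probe sets of the gene did not pass. HMGCS1 differed by 0.40 and SQLE by 0.42, with limma adjusted p of 0.177 and 0.058, and HMGCS1 lay at 0.60 without statin array 1 and at 0.19 without statin array 2. Adjusted over the list alone, 16 of the 21 rose. As a list they ranked above other genes in limma's camera (adjusted p = 2.47e-08; adjusted p = 0.296 with an estimated correlation). Of 16 genes of sterol uptake and sensing, 2 rose, SOAT2 among them, and 14 did not pass, among them INSIG1 (0.56), with a limma adjusted p of 0.0536. Adjusted over the list alone, 7 rose and 1 fell. The list's camera test in limma gave an adjusted p of 0.00104, and an adjusted p of 0.205 with an estimated correlation.

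**Figure D1:**
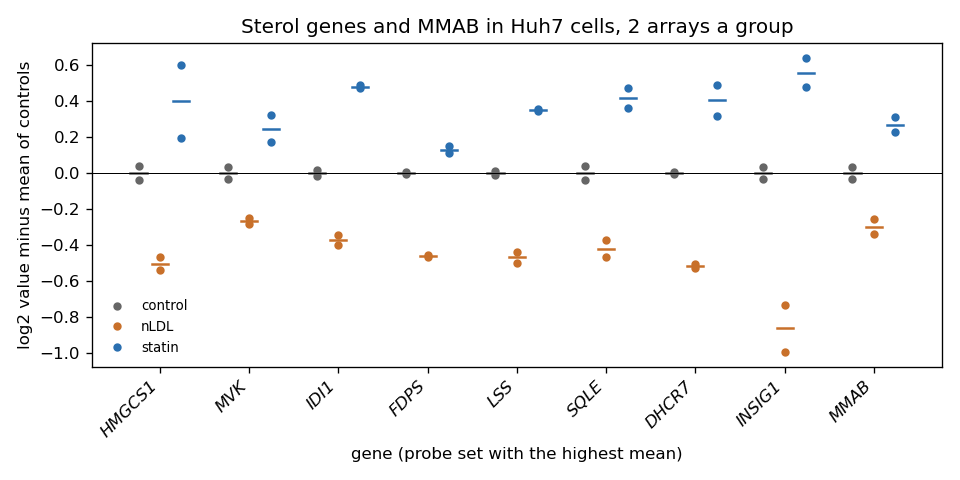
Log2 value of each array minus the mean of the control arrays (vertical axis) for 9 genes (horizontal axis), with dots for single arrays and short lines for the mean of 2 arrays. INSIG1 lies at 0.56 with statin and at -0.86 with nLDL, and for each gene drawn both statin arrays lie above both control arrays and both nLDL arrays below them.

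Of 23 proliferation genes, 16 fell with statin and 7 did not pass, and the median was -0.51. CCNE2, a cyclin of the G1/S transition, fell by 0.79 (SE 0.14) and CCNA2 by 0.62 (SE 0.10). All 23 lay below the controls, and adjusted over the list alone all 23 fell. Limma's camera gave an adjusted p of 5.05e-21, and an adjusted p of 0.183 with an estimated correlation. Of 14 YAP and SRF targets, 7 fell, 1 rose and 6 did not pass, with a median of -0.57. AMOTL2, a junctional adaptor, fell by 1.54 (SE 0.11). The list's adjusted p in limma's camera was 4.18e-05, and its adjusted p was 0.205 with an estimated correlation. On the same statin arrays the gap between the 3′ and 5′ probe sets of ACTB was 2.13 and 1.92, against 1.54 to 1.64 on the other 4 arrays, while that of GAPDH was 0.09 and 0.02, against 0.07 to 0.10.

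**Figure D2:**
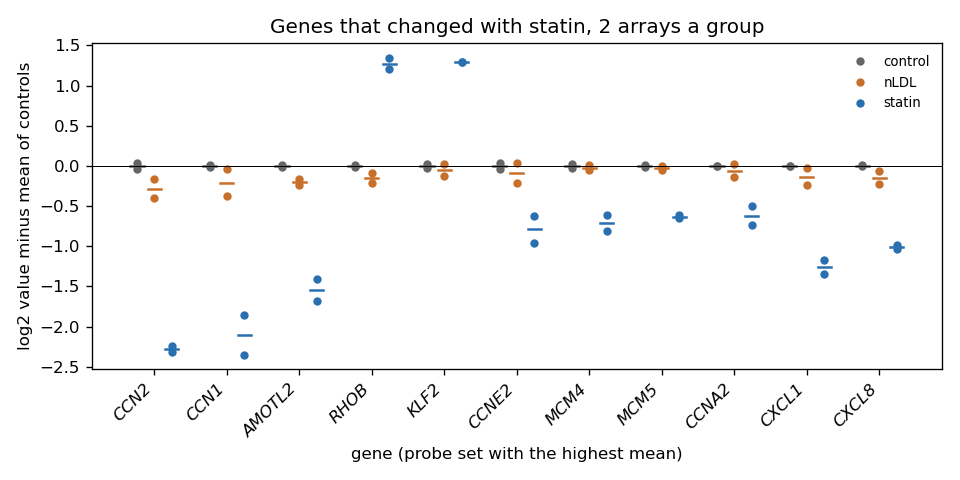
Log2 value of each array minus the mean of the control arrays (vertical axis) for 11 genes that passed the test with statin (horizontal axis), with dots for single arrays and short lines for the mean of 2 arrays. CCN2 lies at -2.28 and RHOB at 1.27 with statin, and the nLDL means of these 11 genes lie between -0.28 and -0.02.

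Of 11 cytokine genes of the NF-κB list, 4 fell with statin and 7 did not pass. The chemokine genes CXCL1, CXCL8 and CXCL2 fell by 1.26, 1.01 and 0.63, and TNFAIP3, an inhibitor of NF-κB signalling, fell by 0.38. TNFAIP3 did not pass after another quantile normalization or cyclic loess. The list's adjusted p in limma's camera was 0.00325, and its adjusted p was 0.296 with an estimated correlation.

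Other lists held single genes that changed. Of 18 fatty acid synthesis genes, ACSS2 (1.06), LPIN1 (0.70) and PNPLA3 (0.49) rose. ACSS2 makes acetyl-CoA from acetate. Of 14 genes of the prenylation list, RHOB was the member that rose. Of 8 NRF2 targets, NQO1, a quinone reductase, rose by 1.24. IGFBP1, ADM (0.72) and NDRG1 (0.54) rose among 14 hypoxia genes. Among 16 stress response genes DDIT4 rose by 0.66 and ASNS fell by 0.66. Among 14 interferon response genes OAS1 rose by 1.01, whereas 2 fell, among them IFIT1 by 0.65. MYLIP, which encodes a ubiquitin ligase, fell by 0.72 among 14 LXR targets, while ABCA1 differed by -0.26 (limma adjusted p = 0.177). BCAT1 fell by 0.46 among 18 genes of branched-chain amino acid and propionate breakdown, and LRP1 rose by 0.52 among 14 endocytosis genes. In limma's camera these lists did not pass, with adjusted p of 0.464 for fatty acid synthesis, 0.318 for prenylation, 0.21 for NRF2, 0.0959 for hypoxia, 0.899 for the stress response, 0.833 for interferon, 0.838 for LXR, 0.522 for branched-chain amino acids and 0.318 for endocytosis. Limma's fry, which asks whether the members move one way on balance without comparing them with other genes, gave an adjusted p of 0.00448 for fatty acid synthesis and 0.00769 for prenylation. For the lists described above, fry gave adjusted p of 0.0066 (cholesterol synthesis), 0.003 (sterol uptake), 0.00171 (proliferation), 0.00171 (YAP and SRF targets) and 0.00769 (NF-κB cytokines). Of the fatty acid synthesis genes 9 lay above and 9 below the controls (median 0.00, mean 0.11), and of the prenylation genes 9 above and 5 below (median 0.07, mean 0.11), so both means rest largely on the members that rose. The median and the mean differed in sign for the stress response, NRF2, interferon and LXR lists.

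No member of the mitophagy list (11 genes), the NADP list (12 genes), the hepatocyte markers (15 genes) or the markers of other cell types (14 genes) passed. Their adjusted p in limma's camera was 0.0666, 0.865, 0.0156 and 0.833, and the hepatocyte markers, with a median of 0.12 (0.08 without statin array 2), had an adjusted p of 0.551 with an estimated correlation. In limma's fry the mitophagy genes were higher, with an adjusted p of 0.00171, a median of 0.10 and 9 of 11 above the controls. Fry gave an adjusted p of 0.0469 for the hepatocyte markers. Without control array 2 or statin array 2 the adjusted p of the hepatocyte markers in limma was 0.0522 or 0.08.

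MMAB, which encodes an enzyme of cobalamin metabolism, and MVK, which encodes mevalonate kinase, are neighbouring protein-coding genes in the GRCh38.p14 annotation. With statin MMAB differed by 0.27 (SE 0.08) and MVK by 0.24 (SE 0.09), with limma adjusted p of 0.144 and 0.191. The mean over the 3 probe sets of MMAB differed by 0.40 and passed, with a limma adjusted p of 0.0139. Of 17 cobalamin genes, TCN1, which encodes a cobalamin carrier, rose by 1.01 (SE 0.10), from a level of 3.51 that is within the dimmest 40% of probe sets. LMBRD1 (0.25), MMUT (0.15) and MMAA (0.21; 0.12 without control array 2) did not pass, and the list's adjusted p in limma's camera was 0.119. None of the 4 screen candidates passed, and their adjusted p in limma's camera was 0.0241 (adjusted p = 0.296 with an estimated correlation, 0.00415 in fry). The study chose them partly on these arrays, so their direction is not independent evidence, and without control array 2 or statin array 2 their adjusted p in limma was 0.0602 or 0.0507. SREBF2 (0.08) and NPC1 (0.22) did not pass.

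The second comparison asked which genes change with nLDL, given to enrich the cells in cholesterol. With nLDL, cholesterol synthesis, sterol uptake and fatty acid synthesis genes were lower as lists, of which fatty acid synthesis alone passed with an estimated correlation, and no single gene passed the test. INSIG1, a sterol-sensing regulator of cholesterol synthesis, differed by -0.86 (SE 0.11). DHCR7, which makes cholesterol from its last precursor, differed by -0.52 (SE 0.09), from 10.83 ± 0.01 to 10.32 ± 0.02 (SD, n = 2 each). In limma the adjusted p of both was 0.798.

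Limma called 0 probe sets, with 0.326 as the smallest adjusted p. At an unadjusted p under 0.05, 1906 were higher and 1451 lower, 3357 in all, against 2731 expected by chance. The methods' test called 1051 higher and 931 lower at its unadjusted threshold and 0 after Benjamini-Hochberg adjustment. Simulations of unchanged groups gave means of 773 higher and 775 lower at the unadjusted threshold. In simulated arrays of this comparison, run on 54613 probe sets with 200 changed, 0.5% of those changed by 0.4 were recovered, 42.8% at 0.7 and 84% at 1. With a trended, robust prior limma called 5 higher and 53 lower.

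Of 21 cholesterol synthesis genes, 20 lay below the controls with nLDL, with a median of -0.35. DHCR7, HMGCS1 (-0.50), LSS (-0.47), FDPS (-0.46) and SQLE (-0.42) were among them. Over all probe sets 0 passed, and adjusted over the list alone 17 fell. Limma's camera gave an adjusted p of 2.09e-24, and an adjusted p of 0.102 with an estimated correlation. In limma's fry the adjusted p was 0.0137. Of 16 sterol uptake genes, 14 lay below the controls, among them STARD4 (-0.36), SREBF2 (-0.22) and NPC1 (-0.17). Adjusted over the list alone 4 fell, and limma's camera gave an adjusted p of 1.3e-08 (adjusted p = 0.0829 with an estimated correlation, 0.0137 in fry). All 18 fatty acid synthesis genes lay below the controls, with a median of -0.24, FADS2 at -0.52 and PNPLA3 at -0.46. Adjusted over the list alone 8 fell, and this list passed in limma's camera (adjusted p = 6.52e-19) and with an estimated correlation (adjusted p = 0.0482).

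Among the brightest probe sets of each gene, the largest differences with nLDL at an unadjusted p under 0.05 were CYP26A1 (0.80), KRT37 (0.57) and C3orf49 (0.54) above the controls and INSIG1, RUSC1-AS1 (-0.72) and OLFM3 (-0.65) below them. None passed, and KRT37 and C3orf49 are within the dimmest 40% of probe sets. MMAB differed by -0.30 (SE 0.08) and MVK by -0.27 (SE 0.09), both with a limma adjusted p of 0.798. TCN1 (0.18), LMBRD1 (0.08), MMUT (0.04), MMAA (0.13) and ABCA1 (-0.09) did not pass either. Without control array 1 or 2 TCN1 lay at 0.27 or 0.09 and MMAA at 0.22 or 0.04, and without nLDL array 1 or 2 MMUT lay at 0.11 or -0.03 and ABCA1 at -0.02 or -0.15. The fatty acid oxidation genes passed in limma's camera with nLDL (adjusted p = 7.94e-04), but not with an estimated correlation (adjusted p = 0.44) or in fry (adjusted p = 0.282), and the other 18 lists did not pass in camera. The median and the mean differed in sign for the cobalamin, stress response, mitophagy and screen candidate lists.

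**Figure D3:**
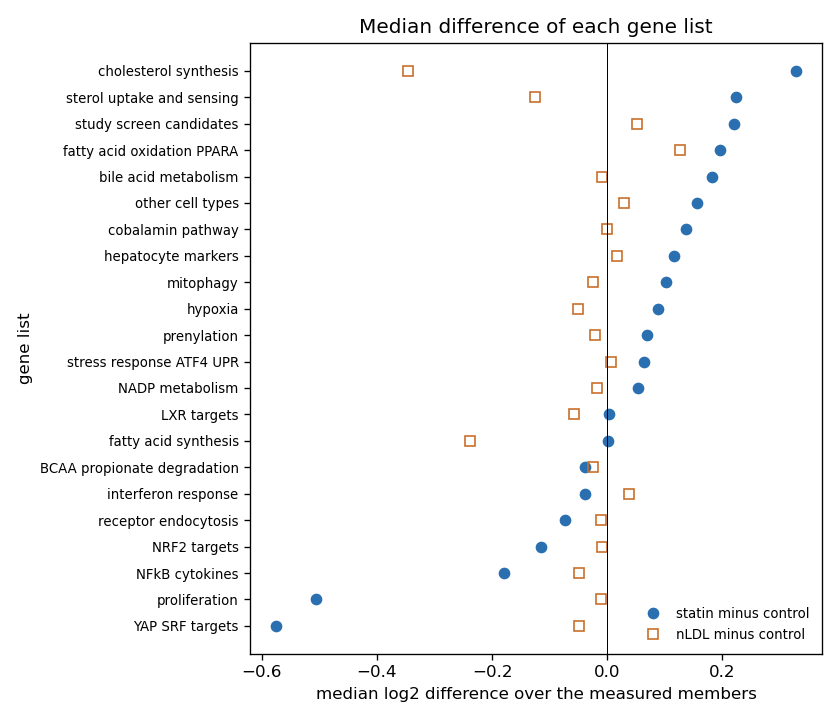
Median log2 difference from control over the measured members (horizontal axis) of each of 22 gene lists (vertical axis), with filled circles for statin and open squares for nLDL. Cholesterol synthesis lies at 0.33 with statin and -0.35 with nLDL, proliferation at -0.51 and -0.01.

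The third comparison set statin-treated against nLDL-treated cells. Of 21 cholesterol synthesis genes 17 were higher in statin-treated than in nLDL-treated cells, and of 16 sterol uptake genes 6 were higher and 10 did not pass. INSIG1 differed by 1.42 and HMGCS1 by 0.90, with limma adjusted p of 0.00355 and 0.0229. MMAB (0.57) and MVK (0.51) passed, with limma adjusted p of 0.021 and 0.0328. MMAB, MVK and FADS2 lost their calls in each of the 6 fits without a single array and HMGCS1 in 5 of them, with limma adjusted p of up to 0.146 for MMAB and 0.166 for MVK. ACSS2 (1.48) and FADS2 (0.52) were higher, and 15 of 23 proliferation genes were lower.

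In limma 566 probe sets were higher and 768 lower with statin than with nLDL. The count was 458 without either control array, 45 and 136 without nLDL array 1 or 2, and 158 and 310 without statin array 1 or 2. Cholesterol synthesis had an adjusted p of 5.42e-18 in limma's camera, sterol uptake 4.41e-08 and fatty acid synthesis 3.8e-08. With an estimated correlation their adjusted p in limma was 0.119, 0.0623 and 0.0623, and in fry 0.00134, 8.16e-04 and 3.6e-04.

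The last comparison counted probe sets at the study's own threshold, an unadjusted p of at most 0.05 and a fold of at least 1.1. Sterol genes were among those with opposite calls. At most 18 of the 37 measured members of both sterol lists had any probe set that was higher with statin and lower with nLDL. This count uses all probe sets of a gene and may include an unmatched list member. The 10 genes with the largest gap included ACSS2, INSIG1, LIPG, SCD, TSC22D3, LPIN1, DUSP4, FDFT1 and MMAB. For MMAB this was a second probe set, at 0.46 with statin and -0.53 with nLDL. INSIG1, LPIN1, DUSP4 and FDFT1 were also taken at a probe set other than their brightest. For SCD, a fatty acid desaturase gene, the probe set with the opposite calls lay at 0.39 and -0.96, while the brightest of its 4 probe sets lay at -0.04 with statin.

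In all, 3757 probe sets of 2724 genes were lower with nLDL and/or higher with statin. Simulations of unchanged groups gave a mean of 1545 such probe sets (range 1440 to 1618). Of the 3757, 74 probe sets of 52 genes met both criteria. Simulated unchanged groups against shared controls gave a mean of 2.09 (range 0 to 7), and independent lists of the observed sizes would share 49.4. The simulated lists were smaller, with means of 772 higher with statin and 775 lower with nLDL, against 2900 and 931 observed. Simulated overlaps here are therefore not those of lists of the observed sizes. The reverse pattern held for 14 probe sets, with a simulated mean of 2.35 and 63.3 for independent lists. More probe sets were called in the same direction with both treatments, 237 higher and 174 lower, against simulated means of 104 and 103, and 55.8 and 56.1 for independent lists. The differences of both treatments from control correlated across probe sets with r = 0.37, against 0.50 in the simulation, and their covariance was 0.01 against 0.0059. Genes are not independent replicates, and shared control arrays favour calls in the same direction. Without control array 1 or 2 the overlap was 14 or 13 probe sets and the union 2274 or 2152.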

Values the study reported

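The study reported 7990 genes that were lower with nLDL and/or higher with statin, at a fold of 1.1 and a P of 0.05. It placed 25 of them in the cholesterol metabolic process.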

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

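The tests of a single statin array, of the intensity trend and of RNA quality were stated before their results were seen. On the control probe sets, which were left out of the 54613 tested in the report, the 3′ minus 5′ gap of ACTB averaged 2.02 on the statin arrays, above the 1.63 of the controls and the 1.58 of the nLDL arrays. In a fit that kept them, p was adjusted over all 54675 probe sets. ACTB itself was lower with statin at its 5′ probe set (-0.62, limma adjusted p = 0.0271) and its middle probe set (-0.38, limma adjusted p = 0.0491). Its 3′ probe set differed by -0.23 (limma adjusted p = 0.163).

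Proliferation genes fell with statin on the arrays that show this gap. Of 23 members 16 passed and 7 did not, and the list did not pass limma's camera with an estimated correlation (adjusted p = 0.183). RNA quality as the cause needs a wider gap on both statin arrays for GAPDH too, but that of statin array 1 (0.0881) lay within the range of the other arrays and that of statin array 2 (0.0229) below it (0.0731 to 0.0996). GAPDH is among the brightest transcripts, with 62 to 87 probe sets above its 5′ probe set on an array, which limits how far this test reaches, and the ACTB gap has no tested explanation. An intensity trend is argued against by a median of -0.47 after cyclic loess and by the median before it, which lay below those of all 10000 random lists matched on intensity, and a single array by a median of -0.49 in the fit without statin array 1 or 2 that lies nearer to 0. A response to the statin remains a hypothesis.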

How the results depend on the processing

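Cyclic loess was chosen after seeing the data. The cause of a change was not tested unless named. For statin against control, the count of 1429 probe sets became 820 with the replicate block, 2745 without dim probe sets, 4954 with the trended, robust prior, 607 with the 2 groups only, 6191 by the methods' test with its thresholds, 0 after its adjustment and 694 at a fold of at least 1.5, and 45 to 607 without single arrays. For nLDL against control the 0 became 58 with the trended, robust prior and 1982 by the methods' test with its thresholds, and stayed at 0 without any single array. For statin against nLDL, 1334 became 2367, 4464, 458, 5100, 2 and 707 in the same order from the dim filter on, and 45 to 458 without single arrays. With the block 909 were called there and 0 for nLDL. Replicate 1 deviations correlated with r of 0.08, 0.04 and 0.14 between groups, so the numbers were not taken to pair the arrays. Of the statin calls, 780 of 820 with the block were among the 1429. The union at the study's threshold was 1567 with the mean over probe sets, 522 by limma's adjusted p, and 2152 to 3812 without single arrays; the overlap was 35, 0 and 13 to 87. Lists past camera numbered 9 for statin (6 to 11 without single arrays), 4 for nLDL (3 to 8) and 10 for statin against nLDL (7 to 12), 0, 1 and 0 with an estimated correlation, and 11, 3 and 11 with fry. Of the 93 values of named genes, 89 kept direction and side of the threshold after another quantile normalization and 89 after cyclic loess. The direction turned for FADS2 with statin, near 0, at -0.033 with the median centred arrays, -0.064 with the mean over probe sets, and -0.010 to 0.013 without single arrays, and for MMUT with nLDL, at -0.030 to 0.11 without single arrays. The replicate block ended 10 calls, the 2 groups alone 15 and leaving out single arrays 15 to 37; a lone array was assumed to vary like the other groups. The series table could not serve as an alternative because it was the source. Signal over background limits dim genes such as TCN1.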

Other observations

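The tests of chance spread between arrays and of the fatty acid contrast were chosen after the results were seen. Of 13 bile acid genes, 4 rose with statin and 9 did not pass. SLC51A and SLC51B, which encode subunits of a bile acid exporter, rose by 1.19 and 0.83, NR0B2, a nuclear receptor, by 0.75 and FGF19, a hormone induced by bile acids, by 0.43. FGF19 did not pass after centring on medians or in any of the 6 fits without a single array. The list's adjusted p in limma's camera was 0.00295, and its adjusted p was 0.296 with an estimated correlation and 0.00769 in fry. Of 15 fatty acid oxidation genes, 1 rose with statin. CPT1A, which brings fatty acids into mitochondria, lay at 0.38 with statin and 0.21 with nLDL (0.30 or 0.12 without nLDL array 1 or 2), PDK4 at 0.44 and 0.40, and these did not pass. The list's adjusted p in limma's camera was 0.00689 with statin and 7.94e-04 with nLDL, 0.31 and 0.44 with an estimated correlation, and 0.0563 and 0.282 in fry. It was 0.0507 with statin without statin array 2, and with nLDL 0.0649 without control array 2 and 0.248 without nLDL array 2. Both comparisons share the control arrays, which pull the values the same way. CYP26A1, which clears retinoic acid, fell by 1.44 with statin and lay at 0.80 with nLDL, and the gap of -2.24 between both had a limma adjusted p of 0.0012.

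Cholesterol synthesis genes were lower with nLDL as a list in limma's camera and fry (fry adjusted p = 0.0137). They did not pass with an estimated correlation (adjusted p = 0.102), and no single gene passed the threshold. The difference of the list's mean was 3.83 times the largest difference between 2 arrays of a group (0.08). This test was chosen after the fall was seen and rests on 2 arrays in each group, so it does not decide about chance spread. An intensity trend is argued against by a median of -0.33 after cyclic loess. Too little power is a candidate explanation for the lack of single calls, since 0.5% of probe sets changed by 0.4 on the log2 scale passed in simulated arrays of this comparison. A response to nLDL remains a hypothesis.

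Fatty acid synthesis genes were lower with nLDL, with a mean of -0.27. With statin their median was 0.00 and their mean 0.11, 9 lay above and 9 below the controls, 3 members rose, and the list was higher in limma's fry (adjusted p = 0.00448) but not in camera (adjusted p = 0.464). Statin plus nLDL minus the controls counted 2 times gave a limma camera adjusted p of 0.00678 with a median of -0.22 (adjusted p = 0.306 with an estimated correlation). This contrast restates the pattern it was chosen from, so it does not show that the list answers the treatments unequally. After cyclic loess its median was -0.15, between the bounds set for an intensity trend and against it, so an unequal response and an intensity trend cannot be told apart.

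At the study's thresholds 2724 genes were lower with nLDL and/or higher with statin here. That is lower than the value quoted from the study above. Counting either direction with either treatment gave 7674 probe sets of 5291 genes.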
